# Technical Analysis of cDNA Microarrays

**DOI:** 10.1371/journal.pone.0004486

**Published:** 2009-02-16

**Authors:** Cinda P. Scott, Jeff VanWye, M. Danielle McDonald, Douglas L. Crawford

## Abstract

**Background:**

There is extensive variation in gene expression among individuals within and between populations. Accurate measures of the variation in mRNA expression using microarrays can be confounded by technical variation, which includes variation in RNA isolation procedures, day of hybridization and methods used to amplify and dye label RNA for hybridization.

**Methodology/Principal Findings:**

In this manuscript we analyze the relationship between the amount of mRNA and the fluorescent signal from the microarray hybridizations demonstrating that for a wide-range of mRNA concentrations the fluorescent signal is a linear function of the amount of mRNA. Additionally, the separate isolation, labeling or hybridization of RNA does not add significant amounts of variation in microarray measures of gene expression. However, single or double rounds of amplification for labeling do have small but significant affects on 10% of genes, but this source of technical variation is easy to avoid. To examine both technical and stochastic biological variation, mRNA expression was measured from the same five individuals over a six-week time course.

**Conclusion:**

There were few, if any, meaningful differences in gene expression among time points. Thus, microarray measures using standard laboratory procedures can be precise and quantitative and are not subject to significant random biological noise.

## Introduction

Microarrays simultaneously quantify several hundred to thousands of genes on a single glass slide and their use has greatly expanded the breadth of quantified gene expression [1]–[10]. Yet the preparation of RNA affects the precision of microarray measures and therefore the ability to accurately quantify the content of an RNA sample [11]. Additionally, differences in microarray platforms, laboratory procedures and post-quantification analyses affect the precision among arrays [12]–[15]. Thus, technical variation can substantially affect the interpretation of microarrays.

For the teleost fish *Fundulus heteroclitus* variation among individuals in mRNA expression is extensive: >60% of genes have significant differences in expression among individuals within a population [1], [9], [16], [17]. Many of these differences in gene expression are associated with variation in cardiac metabolism [9]. However, the accuracy and biological relevance of these differences in expression depends on the technical variation inherent to microarray processing [1].

Accurate microarray quantification is best realized when there is a linear relationship between fluorescence and RNA concentration. This linear relationship fails when the dynamic range of microarrays are exceeded. For any microarray, there are two parameters that define its dynamic range: the range of fluorescence that can be measured and the range of RNA concentrations that can bind to a specific array feature. These two components of the dynamic range reflect the two types of saturation that can occur on a microarray: photomultiplier tube (PMT) saturation and biological saturation. A linear relationship between fluorescence and RNA concentration can only occur if the cDNA on the microarray captures proportional amounts of RNA and if the PMT is not saturated.

The PMT measures the number of photons from the fluorescently labeled RNA that are excited by the lasers. PMT saturation is a result of the photomultiplier tube becoming oversaturated due to an overabundance of converted electrons by the analog to digital (A/D) converter. The A/D converter can only convert the PMT signal into a value less than or equal to 2^16^-1 or 65,535 and thus any fluorescent photons captured at this value of 65,535 are not discernable [18]. This type of saturation can be avoided by reducing the PMT voltage and laser power. Alternatively, the specific activity of the mRNA (number of fluorescent molecules per message) can be reduced. However, the reduction of the PMT voltage, power of the lasers, or reduced labeling, does not address the question of whether or not a particular cDNA on a microarray is biologically saturated.

Biological saturation occurs when the amount of mRNA that can hybridize to the DNA on a microarray reaches a maximum binding capacity of the printed DNA. If biological saturation is reached, then the amount of a mRNA will be underestimated and differences among arrays or experiments can not be appropriately determined. To avoid biological saturation, the amount of target RNA must be present in quantities less than the amount that the cDNA on the microarray slide can bind. To determine the range and linear response of increasing amounts of mRNA, we hybridized a 500-fold concentration range of labeled RNA from cardiac tissue to the *F. heteroclitus* 384 cDNA metabolic microarray.

Sources of technical variation, other than PMT and biological saturation, come from methods used to fluorescently label the mRNA, the day on which the RNA is processed and varying amounts of available tissue [19], [20]. One of the most common approaches to fluorescently label mRNA for microarray studies is to amplify the RNA by synthesizing cDNA with a T7 RNA polymerase binding site. RNA is then synthesized *in vivo* by using the T7 RNA polymerase to incorporate amino allyls followed by covalent binding of fluorescent molecules to the incorporated amino allyls [21]. For small amounts of starting mRNA, the synthesis of RNA using T7 can be repeated to double the amplification. To understand the effect of a single round versus a double round of linear amplification we compared the quantification of RNA using both methods.

The day and process used to isolate mRNA are two additional sources of technical variation. Variation in the preparation of mRNA could alter its quality affecting how well the RNA amplifies, is fluorescently labeled, and the signal observed on the microarray. The day on which a tissue is sampled is not strictly technical but can introduce a second type of variation: biological variation. That is, isolating tissues on different days could introduce technical variation because of the precision of dissection and the quality of tissue or RNA preparation. However, because tissues are sampled on different days, the organisms may be biologically different (under more or less stress, healthier, or just one day older). To examine technical variation due only to RNA isolation, a single blood sample was divided into four, RNA was separately isolated from each sample and, gene expression was quantified. Biological variation was examined in a separate experiment where five fish were bled every two weeks for a total of six weeks in order to collect four separate samples from each individual. Gene expression was quantified for these four temporally separate samples.

These experiments indicate that for a wide range of experimental conditions, microarray experiments using the *Fundulus* array are both accurate and precise.

## Materials and Methods

### Organism

*Fundulus heteroclitus* were caught from wild populations in Wiscasset, Maine, USA (43°57′41″N, 69°42′45″W) by minnow trap. Fish were transported to the Rosenstiel School of Marine and Atmospheric Science at the University of Miami and acclimated to 20°C and 15ppt for approximately 6 months.

#### Blood Sampling

*Fundulus heteroclitus* (*N* = 20) were anesthetized with MS222 (0.1 g·l^−1^) and given tags with subdermal latex markers. Whole blood samples from each fish were taken every two weeks by caudal puncture using a 50 µl Hamilton syringe rinsed with heparinzed saline (50 i.u. ·ml^−1^). Samples were immediately frozen in liquid N_2_ and stored at −80°C. Only individuals that had all four serial samples taken (*N* = 5) were used in the present study.

### RNA isolation and amino allyl labeling

Total RNA was isolated using 4.5 M guanidinium thiocyanate, 2% N-lauroylsarcosine, 50 mM EDTA, 25 mM Tris-HCl, 0.1 M β-Mercaptoethanol and 2% Antifoam A. The extracted RNA was further purified using a Qiagen RNeasy Mini kit in accordance with the manufacturer's protocols. The quantity and quality of the RNA was determined using a spectrophotometer (Nanodrop, ND-1000 V3.2.1) and a bioanalyzer (Agilent 2100). RNA was then converted into amino allyl labeled RNA (aRNA) using the Ambion Amino Allyl MessageAmp II aRNA Amplification kit. This method converts poly-A RNA into cDNA with a T7 RNA polymerase binding site; T7 is then used to synthesize new strands of RNA (*in vitro* transcription)[22]. During this *in vitro* transcription of aRNA, an amino allyl UTP (aaUTP) is incorporated into the elongating strand. aaUTP incorporation allows for the coupling of Cy3 or Cy5 dyes (GE biosciences) onto aRNA for microarray hybridization.

Dye labeled aRNA aliquots for each hybridization (typically 30 pmol each of Cy3 and Cy5) were vacuum dried together and resuspended in 15 µl hybridization buffer (final concentration of each labeled sample = 2 pmol/µl). Hybridization buffer consisted of 5× SSPE, 1% SDS, 50% formamide, 1 mg/ml polyA, 1 mg/ml sheared herring sperm carrier DNA, and 1 mg/ml BSA. Slides were washed in sodium borohydride solution in order to reduce autofluorescence. Following rinsing, slides were boiled for 2 minutes and spin-dried in a centrifuge at 800 rpm for 3 minutes. Samples (15 µl) were heated to 90°C for 2 minutes, quick cooled to 42°C, applied to the slide (hybridization zone area was 350 mm^2^), and covered with a cover slip. Slides were placed in an airtight chamber humidified with paper soaked in 5× SSPE and incubated 24–48 hours at 42°C.

### Microarrays

mRNA expression was measured using microarrays where each array had four spatially separated replicates per gene. The 384 *F. heteroclitus* cDNA microarrays were printed using 55 control genes and 329 cDNAs which encode essential proteins for cellular metabolism (Table 1). The annotation of genes and related pathways used *FunnyBase* [23] and these were manually compared to KEGG pathway designations. Because many genes belong to more than one pathway, central metabolic pathways were preferentially used if the gene coded for a protein that was a catabolic or anabolic enzyme (*versus* acting in a signaling pathway that affected metabolism). Controls include DNA spots labeled with Cy5 (positive control for position and gridding) and *Ctenophore* cDNA as negative controls.

**Table 1:** 384 Array Metabolic Pathways.

Amino acid metabolism	28
ATP synthesis	27
Blood group glycolipid biosynthesis	3
Channel	3
Citrate cycle (TCA cycle)	24
Fatty acid metabolism/transport	36
Fructose and mannose metabolism	4
Galactose metabolism	2
Glutamate metabolism	7
Glutathione metabolism	10
Glycerolipid metabolism	7
Glycolysis/Gluconeogenesis	27
Inositol phosphate metabolism	14
Ox-Phos-ATPsyn	64
Pentose phosphate pathway	6
Purine & Pyrimidine metabolism	9
Pyruvate metabolism	2
Signaling pathway	10
Starch and sucrose metabolism	2
Sterol biosynthesis	8
Synthesis and degrad. of ketone bodies	4
Tetrachloroethene degradation	3
Secondary	27
TOTAL METABOLIC GENES	329

Microarrays were created by printing cDNAs amplified with amine-linked primers onto 3-D Link Activated slides (Surmodics Inc., Eden Prairie, MN) at the University of Miami's microarray facility. All printed cDNAs were re-sequenced from the same source used for printing. The microarray slides were scanned using ScanArray Express. The raw TIFF-image data was quantified using Imagene (v5).

All experiments used a loop design for hybridization of dye labeled aRNA [24], [25]. In a loop design [24], [25] each individual is labeled with Cy3 and Cy5. Each dye labeled sample is then hybridized on different arrays with another individual [26]. Thus, each individual is hybridized to two arrays with four replicates per array for a total of eight technical replicates per individual. This experimental design is a more efficient use of resources, providing more data per array and is thus statistically more powerful than a reference design.

To test for the relationship between fluorescence and the quantity of RNA, five concentrations of fluorescently labeled RNA were used: 1.2 to 700 pmol of Cy3 or Cy5 labeled mRNA where pmol are for the amount of incorporated dye (Table 2). A 15 µl hybridization using the 384 cDNA array corresponds to 0.09 to 47 µM of Cy dye. Cy5 dye labeled RNA was used at concentrations 18% less than Cy3 because the Cy5 dye is a more efficient fluorophore (greater fluorescence per photon) than the Cy3 dye. The average of eight fluorescence values for each gene was normalized to the original concentration of RNA added.

**Table 2:** Concentrations of Cy3 and Cy5 dye labeled RNA used for hybridization.

	50×	10×	5×	1×	.1×
Cy 3	700 pmol	140 pmol	70 pmol	14 pmol	1.4 pmol
Cy 5	583.3 pmol	116.6 pmol	58.3 pmol	11.6 pmol	1.2 pmol

### Criteria for Inclusion

For a gene to be included in an analysis, the average signal among all arrays and dyes had to exceed background but not exceed 95% of PMT saturation (65,535). Background signal was determined as the amount of fluorescence in negative control array elements. Not all genes met these criteria and therefore were not included in the analysis.

### Statistics

To adjust for systematic variation, gene expression values were first sum normalized, log2 transformed, and then loess normalized using Microarray Data Analysis System Software (MIDAS) [12], [27] and SAS JMP Genomics v.6.0.2. For every gene, eight fluorescence values were captured; four Cy3 values and four Cy5 values. Analysis of variance (ANOVA) was performed using SAS JMP Genomics v.6.0.2. To look for differences between single and double rounds of amplification the following ANOVA model was applied: y*_ijkl_* = μ+A*_i_*+D*_j_*+*_k_*+R*_l_*+ε*_ijkl_* where μ is the sample mean, A*_i_* is the effect of the *i* ^th^ array (*i* = 1–18), D*_j_* is the effect of the *j* ^th^ dye (Cy3 or Cy5), T*_k_* is the effect of the number of rounds of amplification (single or double, *k* = 2), R*_l_* is the effect of the day on which samples were prepared (*l* = 3), and epsilon is stochastic effects. The number of rounds of amplification (single or double) and channel variables were treated as fixed effects and array, and day on which samples were prepared were treated as random effects. Statistical analyses of replicate blood samples or repetitive measures of the same five individuals were applied to a separate ANOVA for each individual. The ANOVA model for this comparison was as follows: y*_mnp_* = μ+A*_m_*+D*_n_*+T*_p_*+ε*_mnp_* where μ is the sample mean, A*_m_* is the effect of the *m* ^th^ array (m = 1–4 for both replicate and repetitive samples), D_n_ is the effect of the *n* ^th^ dye (Cy3 or Cy5), T*_p_* is the treatment effect and epsilon is stochastic effects. Sample, representative of either one of four temporal samples from an individual or one of four replicate blood samples, and channel were treated as fixed effects. Array was treated as a random effect. Significant differences were evaluated with a p-value cut-off of 0.01.

## Results

### Biosaturation

The concentration of fluorescently labeled RNA (0.09 to 47 µM of Cy dye) represents 0.1×, 1×, 5×, 10×, 50× the concentration of RNA typically used on *F. heteroclitus* cDNA microarrays [9], [26], [28]–[30] (Table 2, MIAME GSE12858). 

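Labeled RNA was taken as hybridized to 5 arrays, 1 for each concentration, with Cy3 and Cy5 labeled RNA at the same nominal concentration on each array. This pairing of the dyes was read from the sample titles and column names, whereas the paper states a loop design for all experiments. The 1× array received 14 pmol of Cy3 and 11.6 pmol of Cy5 and the 50× array 700 pmol and 583.3 pmol (Table 2), whereas the sample labels give a general 30 pmol of each dye. Each of the 384 features was printed as 4 spots, so that every gene had 8 fluorescence values per array. The authors deposited the fluorescence intensity of each spot, with no background value beside it and with a ceiling of 65535. They also deposited a table of 212 features in which each dye of each array was scaled to a common total over these features and the dyes were averaged. The same calculation from the spots came within 2 units of the deposited value for 1056 of 1060 values. The 5 columns of that table have totals between 249996 and 250008, so the total carries no difference in the amount of RNA. The spot intensities were therefore used for the fits. The mean of the 8 values was regressed on the nominal concentration by least squares with an intercept, on the linear scale. The methods state that values were normalized to the RNA added, and the text gives no formula for this step. Deposited table values multiplied by the concentration were fitted as an alternative, chosen after the data were examined. With 1 array per concentration there was no replicate array, and the SDs given for these fits are over the 4 sets of spots of the same arrays. The median CV among the 4 spots of a gene was 14.7% to 19.8% for Cy3, and for Cy5 it was 8.86% to 14.8% at 0.1× to 10× and 33.0% at 50×.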

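The deposited table lists 212 of the 384 features, and this list was used as the authors' selection, because the spot table names neither the metabolic genes nor the negative controls. The mean over all arrays and dyes was below 95% of 65535 for all 384 features, the highest being 27413. A value of 65535 occurred in 33 spots of 13 features, none of them among the 212. The mean ranged from 815 to 15607 for the listed features. Of the 172 features that are not listed, 92 had a mean below the lowest listed feature and 80 above it.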

Among the 329 metabolic genes on the array, 212 of these genes met our criteria of being less than 95% of the PMT saturation and more than two standard deviations above the negative controls (*Ctenophore* cDNA with no similarity to vertebrate genes).

The linear relationship between the amount of RNA and relative fluorescence is shown in Figure 1. To remove the gene specific differences in expression, the fluorescence at each concentration was divided by the mean fluorescence for that specific gene (Fig. 1). 

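The deposited fluorescence did not rise at each step of concentration. The median of the 212 genes, as the mean of both dyes, was 847 at 0.1×, 722 at 1×, 813 at 5×, 468 at 10× and 6666 at 50×. For Cy3 the medians were 184, 151, 180, 350 and 5197 in the same order, and for Cy5 they were 1498, 1313, 1452, 582 and 8258. Fluorescence rose at all 4 steps in 26 genes for Cy3 and in 0 genes for Cy5. Divided by the mean of each gene over the 5 arrays, fluorescence averaged 0.534 ± 0.275 (SD across genes) at 0.1×, 0.273 ± 0.117 at 10× and 3.29 ± 0.726 at 50×. The line through these means had a slope of 0.0593 ± 0.0012 per × (SD over 4 spot sets). From Cy3 only the slope was 0.0791.

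**Figure D1:**
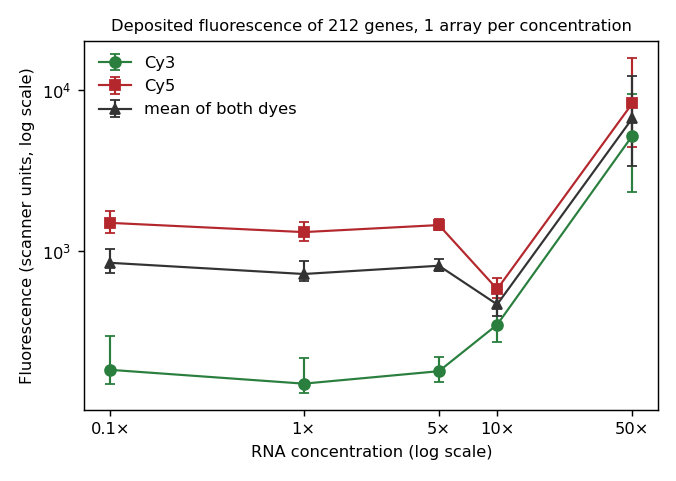
Fluorescence in scanner units (log scale) against RNA concentration (log scale) for 212 genes on 5 arrays, 1 per concentration. Points are medians over genes and bars run from the lower to the upper quartile of genes. The median of both dyes is 468 at 10× and 847 at 0.1×.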

The linear relationship between the amount of total fluorescent RNA added and the measures of gene specific fluorescence was determined for each gene. Most genes (176/212 or 83%) had an R^2^>95% and 78 genes had a nearly perfect R^2^ (>0.995; Fig. 1B; Table 3). 

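Over 0.1× to 50×, R² of fluorescence on concentration was above 0.95 in 80 of 212 genes, above 0.9 in 156 and above 0.995 in 0. The 4 sets of spots taken singly gave 56 to 102 genes above 0.95. The mean R² was 0.910 and the highest was 0.966. Among the alternatives, the count above 0.95 was highest with Cy3 only, at 202 genes. It fell to 0 for log2 fluorescence on log2 concentration and for weights of 1 over squared concentration. Features 108 and 275, which the files do not pair with gene names, had the highest R², 0.966 and 0.965. The fluorescence of feature 108 was 1280 ± 98.6 (SD, n = 4 spot sets) at 0.1×, 1344 ± 286 at 10× and 14584 ± 4469 at 50×, so the values at 0.1× and 10× differed by less than the spread among spots. The deposited table values multiplied by the concentration had R² above 0.95 in 157 genes, above 0.9 in 171 and above 0.995 in 76. The 50× array had a leverage of 0.972 in a fit to these 5 concentrations, where 1 is the most a point can have.

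**Figure D2:**
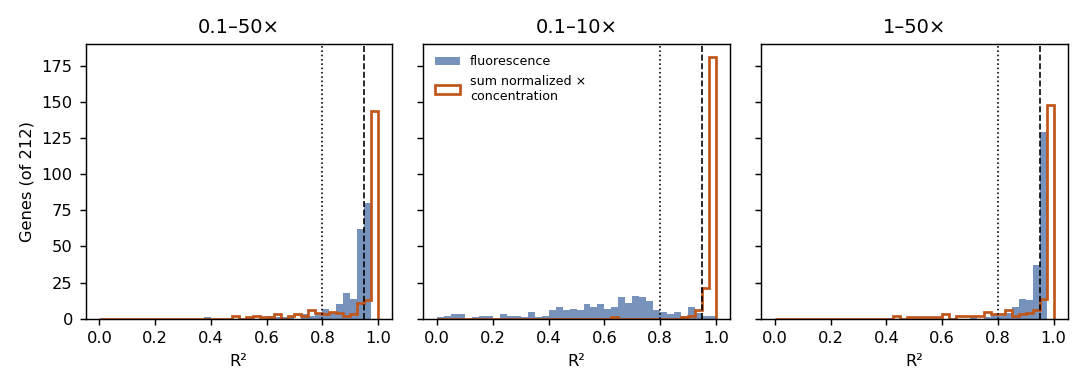
Number of genes (of 212) by R² of the fit on concentration over 0.1× to 50×, 0.1× to 10× and 1× to 50×. Filled bars are fluorescence as deposited and the outline is the sum-normalized table multiplied by the concentration, and the dotted and dashed lines mark R² of 0.8 and 0.95. Over 0.1× to 50×, 80 genes of the filled bars and 157 of the outline lie above 0.95.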

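R² over 0.1× to 50× was below 0.8 in 16 genes. The fluorescence of these genes at 50× was 5.41 ± 1.29 (SD over 4 spot sets) times that at 10× as a median, against 13.3 times in the other 196 genes. This median covers unlike genes. In 9 of the 16 the ratio was 3.30 to 5.54, below the lower quartile of the other genes (8.53), and in 7 it was 12.2 to 32.8, a division made after the data were examined. The 7 genes had a median fluorescence of 6541 at 0.1×, against 845 in the 9 genes and 829 in the other 196, and 0 of the 7 had R² below 0.8 over 1× to 50×. The ratios were not tested. Among the 7 genes, feature 52 had the lowest R² of all, 0.384, with a fluorescence of 6039 ± 1749 (SD, n = 4 spot sets) at 0.1×, 607 ± 76.6 at 10× and 7401 ± 1842 at 50×. Feature 82, with an R² of 0.536, had 5947 ± 3142 at 0.1× and 9307 ± 771 at 50×. In the deposited table multiplied by the concentration, 27 genes had R² below 0.8, of which 7 were among the 16, all with a ratio below that quartile. Those 27 genes had a ratio of 50× to 10× of 1.33 on the multiplied values, against 4.50 in the other 185 genes.

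**Figure D3:**
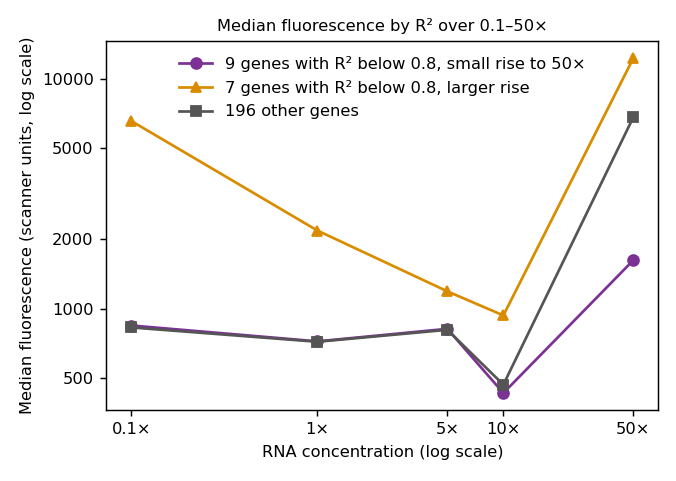
Median fluorescence in scanner units (log scale) against RNA concentration (log scale) for the genes with R² below 0.8 over 0.1× to 50×, divided into 9 with a ratio of 50× to 10× below the lower quartile of the other genes and 7 above it, and for the 196 other genes, 1 array per concentration and no error bars. The 9 genes lie below the others at 50×, and the 7 genes lie above them at 0.1×.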

Examining the 18 genes with the lowest R^2^ values (less than 0.8) revealed a non-linear relationship that can be explained by an apparent saturation at the 50× concentration of RNA (Fig. 1C). The relationship disappears if the fluorescence values for the 50× concentrations of RNA are removed and the 0.1 to 10× are plotted (Fig 1D–F). 

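With the 50× array left out, the mean fluorescence of both dyes fell with concentration in 210 genes and rose in 2. The dyes differed in direction, as Cy5 fluorescence fell in all 212 genes and Cy3 fluorescence rose in 185 and fell in 27. The mean relative fluorescence had a slope of -0.0492 ± 0.0133 per × (SD over 4 spot sets) over 0.1× to 10×, and from Cy3 only the slope was 0.0690. Of the 16 genes with R² below 0.8 over the full range, 15 were below 0.8 over 0.1× to 10× as well. With the multiplied values of the deposited table, 0 of the 27 genes stayed below 0.8 over 0.1× to 10×, and the lowest R² among them was 0.946. The multiplied values divided by the 1× value had a slope of 1.11 over this range. With equal array totals, the multiplication by itself draws this slope towards 1.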

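Over the 4 arrays from 0.1× to 10×, R² of fluorescence on concentration was below 0.8 in 181 of 212 genes and above 0.9 in 16 genes. In all 16 genes above 0.9 the mean fluorescence of both dyes fell as the concentration rose. From Cy3 only, 122 genes were below 0.8 and 30 above 0.9, and all 30 rose. The lowest R² were 0.0172 for feature 275 and 0.0350 for feature 228. The 4 sets of spots gave 154 to 186 genes below 0.8. The deposited table multiplied by the concentration gave 1 gene below 0.8 and 210 above 0.9, with rising values in all 212 genes.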

In the 100-fold range (0.1 to 10×) only three genes (1.4%) had R^2^ values less than 0.8 (Table 3). 

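Over the 4 arrays from 1× to 50×, 5 genes had R² of fluorescence below 0.8 and 179 had R² above 0.9. A high R² here did not require a rise at each step. From 5× to 10× the mean of both dyes did not rise in 208 of 212 genes, with a median of 0.569 times the value at 5×. From 10× to 50× the median rise was 12.9-fold, over a 5-fold change in RNA. The sets of spots gave 3 to 13 genes below 0.8. From Cy5 only, 40 genes were below 0.8, and from Cy3 only, 0 genes were. The multiplied values of the deposited table gave 26 genes below 0.8, all of them among the 27 genes below 0.8 over the full range, and 172 genes above 0.9.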

Examination of the higher concentrations (1.0 to 50×) revealed 19 genes (9%) with R^2^ less than 0.8 (Table 3). These data suggest that for most genes there is a linear relationship for a 500-fold range of RNA, however some cDNAs on the microarray will reach biological saturation at the highest RNA concentration.

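From 10× to 50×, a 5-fold change in RNA, fluorescence rose in 212 of 212 genes with a median of 12.9-fold. From 0.1× to 10×, a 100-fold change, the mean of both dyes rose in 3 genes and had a median of 0.551 times the value at 0.1×, whereas Cy3 fluorescence rose in 178 genes with a median of 1.90-fold. The slope of log2 fluorescence on log2 concentration, which is 1 for a proportional response, had a median of 0.23 and a range of -0.08 to 0.39. It was below 1 in 212 of 212 genes at an adjusted p below the limit of 0.05 (limma with Benjamini-Hochberg adjustment, 5 arrays). Without the 0.1× array limma called 0 genes, with 33 at an unadjusted p below 0.05. All genes share the 5 arrays, so the departure of an array from the line enters every gene alike. No background was subtracted, and an additive background would lower this slope even under a proportional response. As the mean of both dyes, the lowest of the 384 features read 507 at 0.1×, against a median of 847 in the 212 genes. The slopes by themselves do not separate such a background from a response below proportional. From the number of genes with a high R² in each range, the paper proposes a linear relationship for most genes over the whole range of RNA, and from the genes with a low R² it proposes saturation of some cDNAs at the highest concentration.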

**Figure 1:**
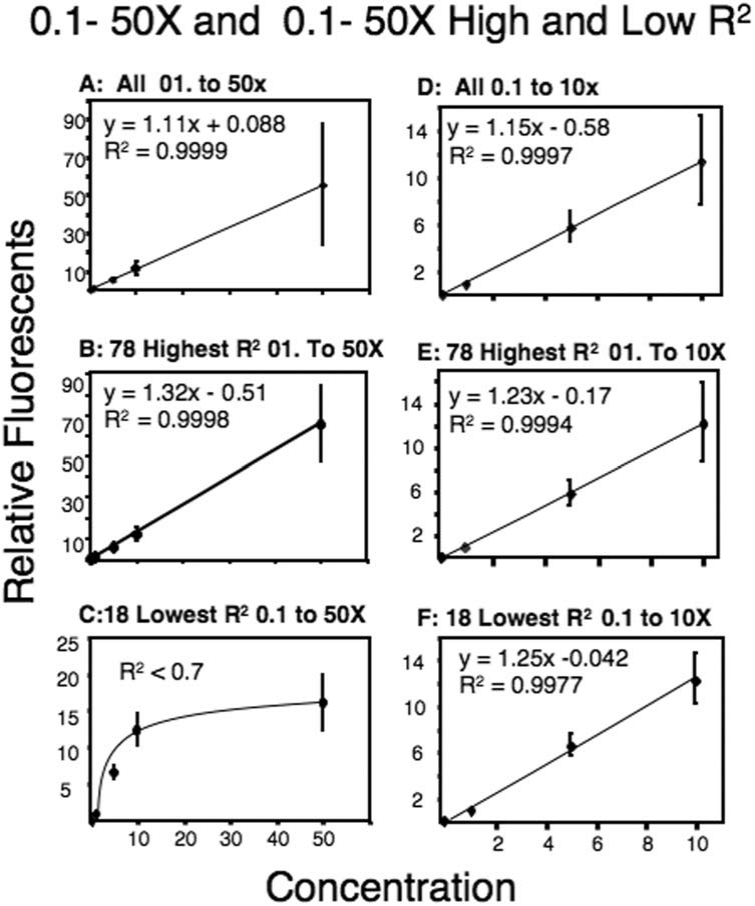
Linear relationship of RNA concentration to relative fluorescence. Graphs show linear relationship between concentrations of RNA (0.1–50×, A–C, and 0.1–10×, D–F) and relative fluorescence. Relative fluorescence is a normalized measure of fluorescence divided by the gene specific mean. 1× RNA is equal to 0.9 pmol/µl. Shown are the RNA concentrations *versus* fluorescence for 0.1 to 50× (A–C) and for 0.1× to 10× (D–F); for all genes (A and D), for the 78 genes with the highest R^2^ values (B and E), and for the 18 with lowest R^2^ values (C and F).

**Table 3:** Number of genes and corresponding R^2^ for various ranges of RNA concentrations.

R^2^	0.1–50×	0.1–10×	1.0–50×
>0.9	176	199	178
<0.8	18	3	19

### Variation in RNA preparation

To determine how RNA preparation affects variation, cardiac RNA from three individuals were combined, and then evenly divided and amino allyl and dye labeled on three separate days using single and double rounds of amplification (MIAME, GSE12858). Only 110 genes met our criteria for inclusion because many genes were below the low cut-off (*Ctenophore* negative control cDNAs). In this experiment fewer genes met our criteria of above background and below saturation due to sample RNA being divided for separate labeling using either single and double rounds of amplification. An ANOVA was performed to measure differences between single and double rounds of amino allyl labeled RNA amplification. Twelve of the 110 genes (11%) used in this analysis were significantly different between single and double rounds of amplification at p<0.01. The majority of genes (59%) had a higher fluorescence signal when only one round of amplification was performed.

### Consistency of Quantitative Determination

In teleost fish, red blood cell (RBCs) nuclei are transcriptionally active [31], [32], and these cells can be sampled without sacrificing the fish. Thus to assess the consistency of microarray determinations, two experiments were performed on blood gene expression: 1) to examine technical variation a single sample of blood was divided into four samples; RNA isolations, amino allyl and dye labeling, hybridization and quantitative analyses were performed on each sample and 2) to examine biological variation, RNA isolated from blood from the five individuals were each sampled four times over a 6 week period (two weeks between samples; MIAME, TBA).

A one-way ANOVA was used to test for the technical variation in gene expression between the four RNA samples isolated from a single blood sample (Fig. 2). Among all 252 genes (eight replicates per gene per sample) only 6 genes were significantly different for the four isolates at a critical p-value of 0.01. Three false-positives are expected at a p-value of 0.01 and thus with only 6 significant differences (Fig. 2) there is little evidence that separate RNA isolation, labeling and hybridization has much affect on measures of gene expression. The lack of differences is not due to high technical variation: CV (standard deviation/mean) among the eight replicates was 4% and, only three genes had a CV of >10%. Nor was it due to the low p-value of 0.01 *versus* 0.05 (Fig. 2); the number of significant differences simply reflects the p-values.

**Figure 2:**
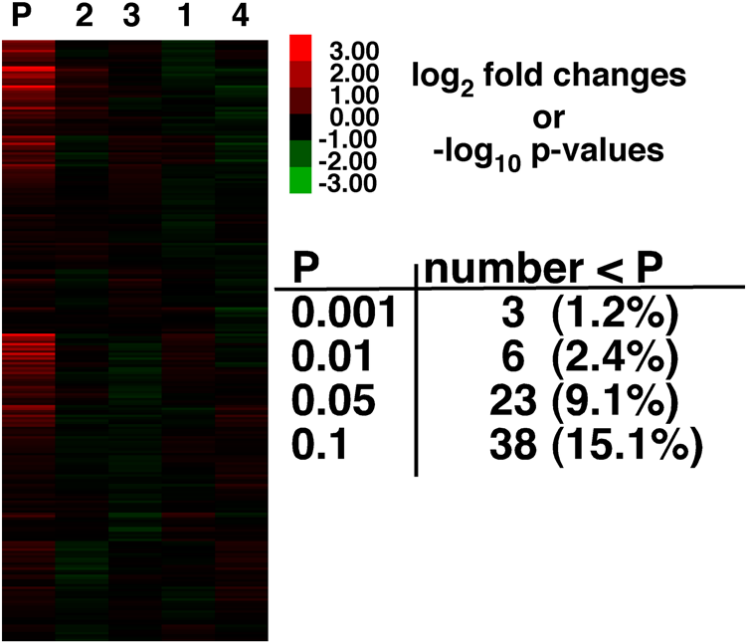
Gene expression for Single Blood isolate. Heat map for single blood isolate that was divided into four. RNA was purified, labeled and hybridized separately for each sample. Red is greater and green is less than the average gene specific fluorescence. First column (P) is the p-value from a one-way ANOVA. Only 6 genes (2.3%) out of 252 are significant at a critical p-value of 0.01. P-values (−log_10_) shown in the heat map are from an ANOVA for significant differences among samples using the 8 replicates for each separate RNA isolation. Color bar gives fold difference for log_2_ gene expression (e.g., 2 = 4×) and negative log_10_ p-value (e.g., 2 = p-value of 0.01).

Random biological variation can contribute to differences in expression. We tested for random biological variation by bleeding the same five individuals four times with two weeks between bleedings (Fig. 3, MIAME, TBA). For each of the 304 genes that met our criteria, an ANOVA tested for differences in expression among the four different time periods for each individual (four sample periods with eight replicates per gene per sample period). Among the four temporal samples, there were between one and seven genes that had a significant difference in expression at a p-value of 0.01 (Fig. 3). Only one individual had more than the expected number of false positives at the critical p-value: individual-00 had 7 (2%) significant genes at p-value 0.01 for 304 genes.

**Figure 3:**
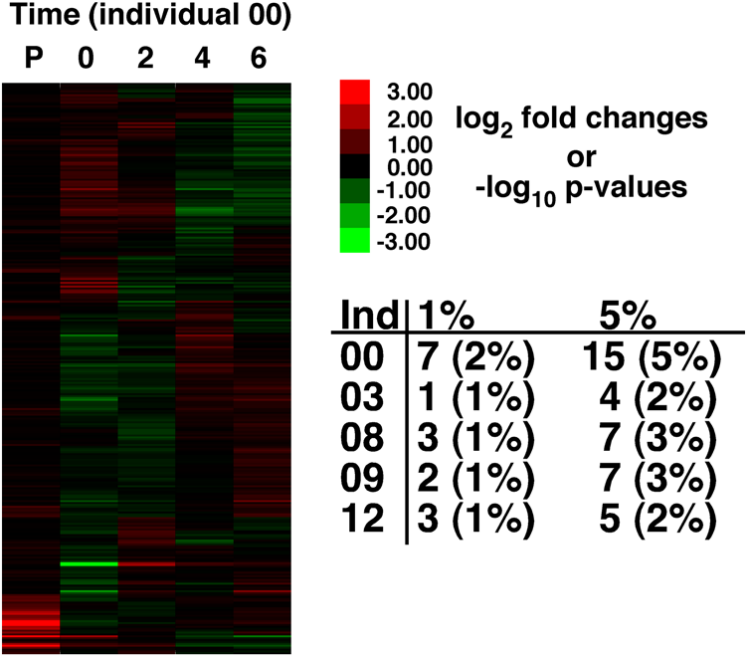
Individuals sampled over time. Heat map for one individual (00) sampled 4 times over a total of 6 weeks. Numbers above the heat map are time points (0, 2, 4 & 6 weeks) and the “P” is for p-value (−log_10_). P-values are from the ANOVA that tested for differences among separate blood isolations within an individual (4 isolations and 8 replicates per isolation). For gene expression, red is greater and green is lower expression than the mean expression for each gene. Table provides number of significant genes and percent (rounded up) out of the total of 304. Color bar gives fold difference for log_2_ gene expression (e.g., 2 = 4×) and negative log_10_ p-value (e.g., 2 = p-value of 0.01).

## Discussion

Understanding sources of variation in gene expression is important for determining the biological importance of measured differences in mRNA expression. The analyses of technical variation in the metabolic *F. heteroclitus* cDNA microarray suggest that measures of gene expression using the *F. heteroclitus* 384 cDNA microarray are quantitative and precise. This conclusion is based on the observation that there is a linear increase in fluorescence with increasing mRNA (Fig. 1), and that there is little additional variation due to RNA processing (Fig. 2) or the day on which RNA is isolated (Fig. 3).

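R² of fluorescence on concentration was 0.8 or more in 31 genes (14.6%) over 0.1× to 10×, and in each of these 31 genes the mean fluorescence of both dyes fell with concentration. From Cy3 only it was 0.8 or more in 90 genes (42.5%), all rising, and from Cy5 only in 43 genes (20.3%), all falling. Over 0.1× to 50× it was 0.8 or more in 196 genes (92.5%), all with a rising line. The deposited table multiplied by the concentration reached 0.8 in 211 genes (99.5%) and 185 genes (87.3%) over these ranges.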

There is a linear increase in fluorescence with increasing mRNA for 98.5% of genes between 0.1× to 10× concentrations (0.09 pmol/ul to 9.3 pmol/ul) and 95% of genes between 0.1× to 50× (0.09 pmol/ul to 47 pmol/ul). 

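The R² of fluorescence on concentration over the 4 arrays from 0.1× to 10× averaged 0.604 ± 0.0686 (SD over 4 spot sets) over 212 genes, with a median of 0.650. It exceeded 0.95 in 4 genes (1.89%), each with falling fluorescence in the mean of both dyes. For the deposited table multiplied by the concentration the average was 0.986, and 202 genes (95.3%) exceeded 0.95.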

The linear relationship between RNA and fluorescence is quite strong for RNA concentrations of 0.1× to 10× having average R^2^ values of 0.97, and most genes (88%) have R^2^ values greater than 0.95 for these four concentrations. 

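The 5 genes with R² of fluorescence below 0.8 over 1× to 50× had a mean fluorescence, over all arrays, of 0.330 ± 0.169 (SD over 4 spot sets) times that of the other 207 genes. Each set of spots taken singly gave a higher ratio, 0.351 to 0.716, with its own genes below 0.8. The ratio was not tested, because the R² and the mean fluorescence of a gene come from the same values. For the 26 genes chosen on the multiplied values, the ratio was 0.348 in deposited fluorescence and 0.600 in the sum-normalized table.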

The genes most affected by biological saturation do not have a high fluorescence; if anything, they are less than the average (genes with R^2^<0.8 for 1× to 50× have a mean that is 60% of the mean for all other genes). The two possible explanations for biological saturation with low fluorescence are that the synthesis of amino allyl labeled RNA for these genes is strongly truncated or that there is less DNA printed on the array for these genes. Truncation of amino allyl labeling would produce many more short probes with few labels per probe. Thus, to produce a similar fluorescence many more molecules would be necessary and these would saturate the DNA on the array. These problems can be avoided by using moderate amounts of probe (<10 pmol/ul). We typically avoid this problem by using 0.7 to 2 pmol/ul. Using concentrations of RNA up to 50× (47 pmol/ul) is feasible, but our data suggest that at this high of a concentration some genes will biologically saturate the cDNA on the array and therefore should be avoided.

If RNA samples are amino allyl labeled using one round of T7-RNA synthesis [22] versus two rounds of T7-RNA synthesis, 11% of genes have significant differences in fluorescence at a p-value of 0.01. Although this difference in gene expression for single *versus* double labeling is not large, it may be unacceptably high. Thus, we would suggest that for any one experiment that a researcher uses only single or double labeling procedures but not both within an individual experiment. Approximately half (59%) of genes with a significant difference between single and double labeling were greater for single labeling. The greater fluorescence for single labeling than that for double labeling would occur if cDNA or RNA synthesis was truncated with each round of labeling. Truncation would occur if the synthesis of cDNA or RNA were incomplete forming shorter nucleotide sequences with less fluorescence per RNA.

We used blood to test the effect of different RNA isolations, amino allyl labeling and hybridizations. The first experiment used a single blood isolation that was divided into four equal samples. There are few differences in expression, 2.4% at a p-value of 0.01 (i.e., six *versus* the expected three false positives). If a Bonferroni correction was applied none of these genes would be significant. Therefore, technical errors do not necessarily contribute significant amounts of variation. Similar conclusions were made about microarray results among laboratories: many different laboratories yielded similar results using different varieties of platforms [13]–[15], [33]–[36]. However, a few laboratories yielded different results. Together these data suggest that good experimental practice can minimize the effect of technical variation.

In a separate experiment, five individuals were bled once every two weeks during a six-week period, resulting in four serial blood samples from each individual. Any differences in expression among sampling times could be due to technical variation, of which there is very little as shown by the previous experiment, or biological variation. That is, although fish appeared healthy, had normal blood glucose, and the stress hormone, cortisol, did not vary significantly (p>0.1), gene expression could vary significantly for unknown biological reasons. Yet, for the five individuals there are few, if any, meaningful differences in gene expression (only one individual had more than the expected number of false positives, Fig. 3). These data confirm the observation that technical errors do not necessarily affect microarray measures. Importantly, these data also suggest that for a tissue or blood sample there is little random stochastic variation in gene expression. These data are in contrast to other publications suggesting that mRNA expression is noisy and has large stochastic variation [37], [38]. The important distinction is that for a single cell, transcription is pulsatile, occurring in bursts [37], [38], and for an individual cell this creates large stochastic variation in mRNA expression. However, our results demonstrate that for millions of cells, this variation is not apparent across a 6-week time course. We suggest that if there is a large stochastic variation in each cell, sampling of millions of cells masks this variation such that the amount of expression from any one gene is stable over time.

The microarrays used here have array elements for essential metabolic genes (Table 1) and are similar to the array elements used in previous work demonstrating larger inter-individual variation in gene expression [1], [9], [16], [17]. While the data presented here addresses the sources of variation in many microarray experiments, the lack of temporal variation in gene expression in our study may only reflect the expression of the metabolic genes. However, these results are similar to studies of gene expression in humans where the same individuals were sampled over a time period of 24 hours to four weeks [39]–[41]. These studies also found relative stable expression of a more diverse set of genes when the same individuals were sampled over time. Thus, although there are good biochemical or molecular reasons to expect stochastic variation in gene expression, this variation is not necessarily observed using routine sampling methods.

Microarrays are a useful technology for observing differences in gene expression and data extracted from microarrays can be reliably reproduced. With reasonable care, any experiment involving microarrays is capable of obtaining biological data that is not masked by technical variation thereby providing a true representation of the transcriptome under a particular set of conditions. However, caution is required before making conclusions about the biological nature of the data until the sources of technical variation are understood.

How the deposited data were processed for this re-analysis (not part of the article)

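Fluorescence was measured on 5 two-color arrays, 1 each at 0.1×, 1×, 5×, 10× and 50× of the usual RNA concentration, with 384 features printed as 4 spots each. The authors quantified the scanned images with Imagene and deposited the intensity of every spot for Cy3 and Cy5, and a separate table of sum-normalized intensity for 212 features. The spot intensities carry no normalization between arrays and no local background was used here. All 5 per-array records hold the same table, which names each column by its concentration. The pairing of the dyes on an array was read from these names and the sample titles. A mark beside 33 spots coincides with values of 65535.

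The inclusion criteria were not re-applied, because the spot table does not mark the metabolic genes or the negative controls. The 212 features of the deposited table were taken as the authors' selection. Feature numbers are not paired with gene names in the files. The rule for naming features was set before the data were examined (the 5 lowest and 5 highest R² over 0.1× to 50×, the 5 lowest over 0.1× to 10×, and the 3 largest dye differences in each direction with the same sign on every array), and as no names are paired, at most 2 per direction are printed.

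For each gene, the mean of 8 values per array was regressed on nominal concentration by least squares, over 0.1× to 50×, 0.1× to 10× and 1× to 50×, and genes were counted past R² of 0.995, 0.95, 0.9 and 0.8. R² has no sign, so rising and falling lines were counted separately. Relative fluorescence is a gene's value divided by its mean over the arrays of the range. There was 1 array per concentration, so these values have no error among replicate arrays, and they were not tested. Their SD is over 4 recomputations from the 4 spot sets of the same arrays, which covers technical error within an array only, and a percentage of genes was judged against its 95% exact binomial interval. Ratios between genes with a low R² and other genes were not tested, because the R² that chose the genes depends on the same values.

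Limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg 0.05) tested the slope of log2 fluorescence on log2 concentration against 1 (against 0 where arrays were centred on their median, which asks whether a gene differs from the others), and the log2 ratio of Cy5 to Cy3 against 0 after loess within each array (span 0.3, 4 iterations) with no background correction. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

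The steps were tested on simulated data of 212 genes. R² was above 0.95 in 150 of 150 simulated linear genes and below 0.8 in 62 of 62 saturating genes. The simulated noise was small, and the saturation was set to begin near 1×, far below 50×. This checks the calculation and does not show that R² below 0.8 finds saturation reached only at 50×. The slope test recovered 50 of 50 genes made with another slope and called 1 other gene. The dye test recovered 50 of 50 genes and called 0 others. With every slope at 1 and an offset shared by all genes of an array (SD 1.40 on the log2 scale, as in the data), any gene was called in 11 of 100 simulations, and in 8 of these most genes were called together, so the slope count rests on 5 arrays and not on 212 independent genes.

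The alternatives set before the data were examined were each dye alone, Cy5 scaled by pmol, the median of the spots, all 384 features, the log2 scale, weights of 1 over squared concentration, a fit through the origin, pmol as the axis, division by the 1× value, the deposited table, each array left out, and other normalizations of the limma tests. After the data were examined, 12 forms of values scaled within each array and multiplied by the concentration were added, as readings of the methods' normalization to the RNA added. The amplification and blood experiments were not analysed here.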

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

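The multiplied forms were chosen after the data were examined, and all 12 that were tried are given. In order they are the deposited table, the dyes weighted by pmol, Cy3 alone, Cy5 alone, the sum over 384 features, the dyes averaged first with the sum over 384 and over 212 features, scaling to the median, and subtraction of the lowest feature and of the 1st, 5th and 10th percentile of each array and dye. Each was multiplied by the concentration. Where an alternative was run for a result and is not named beside it, the value stayed within a factor of 1.5 for a count, and within 1 SD over spot sets or the binomial interval for another value. This does not cover the single features. For counts, percentages and the mean R² it does not compare the direction of the lines. With Cy3 only, 4.72% of genes were above 0.95 over 0.1× to 10× and all 10 rose, whereas the 4 genes from both dyes fell. The binomial interval takes the genes as independent, although they share the arrays. Not every alternative was run for every result, and those that were not are given at the end. The cause of the movements was not tested.

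The features used numbered 212, against 384 with all 384 features. Genes with R² above 0.95 over 0.1× to 50× numbered 80, against 202 with Cy3 only, 10 with Cy5 only, 0 with log2 scales, 0 with weights, 7 with the deposited table, and in the multiplied forms 157, 160, 161, 149, 169, 169, 156, 169, 158, 157, 156, 157, and from 4 to 201 with 1 array left out. Genes with R² above 0.995 over 0.1× to 50× numbered 0, against 6 with Cy3 only, 1 with all 384 features, 1 with the deposited table, and in the multiplied forms 76, 74, 65, 69, 78, 82, 75, 80, 60, 59, 48, 49, and from 0 to 35 with 1 array left out. Genes with R² above 0.9 over 0.1× to 50× numbered 156, against 0 with log2 scales, 0 with weights, 21 with the deposited table, and in the multiplied forms 171, 170, 171, 165, 179, 178, 169, 176, 174, 173, 173, 172, and from 16 to 203 with 1 array left out. Genes with R² below 0.8 over 0.1× to 50× numbered 16, against 2 with Cy3 only, 55 with Cy5 only, 122 with all 384 features, 212 with log2 scales, 212 with weights, 28 with a fit through the origin, 170 with the deposited table, and in the multiplied forms 27, 27, 20, 36, 12, 11, 28, 13, 22, 25, 32, 32, and from 5 to 181 with 1 array left out.

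Genes with R² above 0.9 over 0.1× to 10× numbered 16, against 30 with Cy3 only, 1 with weights, 0 with a fit through the origin, and in the multiplied forms 210, 210, 199, 210, 211, 211, 211, 211, 192, 191, 186, 181. Genes with R² below 0.8 over 0.1× to 10× numbered 181, against 342 with all 384 features, and in the multiplied forms 1, 1, 5, 1, 1, 0, 0, 1, 14, 16, 20, 24. Genes with R² above 0.9 over 1× to 50× numbered 179, against 0 with log2 scales, 0 with weights, 54 with the deposited table, and in the multiplied forms 172, 173, 171, 166, 182, 181, 170, 181, 174, 173, 173, 172. Genes with R² below 0.8 over 1× to 50× numbered 5, against 0 with Cy3 only, 40 with Cy5 only, 93 with all 384 features, 212 with log2 scales, 212 with weights, 109 with the deposited table, and in the multiplied forms 26, 26, 20, 36, 13, 13, 27, 13, 22, 25, 32, 33. The mean R² over 0.1× to 10× was 0.604, against 0.701 with Cy5 only, 0.462 with log2 scales, 0.466 with weights, 0.330 with a fit through the origin, 0.513 with the deposited table, and in the multiplied forms 0.986, 0.985, 0.969, 0.993, 0.988, 0.987, 0.985, 0.988, 0.952, 0.943, 0.919, 0.901. The percent of genes with R² above 0.95 over 0.1× to 10× was 1.89, against 0.472 with weights, 0 with a fit through the origin, and in the multiplied forms 95.3, 93.9, 82.5, 98.6, 96.2, 95.3, 95.3, 96.2, 83.5, 80.2, 73.1, 66.5.

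The slope of mean relative fluorescence over 0.1× to 50× was 0.0593, against 0.0791 with Cy3 only, 0.0510 with Cy5 only, 0.0448 with all 384 features, -0.0196 with weights, 0.0648 with a fit through the origin, -0.000673 with the deposited table, 0.192 with division by the 1× value, 1.03 with the first multiplied form divided by the 1× value, and in the multiplied forms 0.0677, 0.0686, 0.0663, 0.0724, 0.0718, 0.0673, 0.0712, 0.0701, 0.0701, 0.0701, 0.0704 (the form weighted by pmol was not run), and from -0.0492 to 0.0555 with 1 array left out. The slope of mean relative fluorescence over 0.1× to 10× was -0.0492, against 0.0690 with Cy3 only, -0.0733 with Cy5 only, -0.111 with weights, 0.104 with a fit through the origin, 0.0181 with the deposited table, 1.11 with the first multiplied form divided by the 1× value, and in the multiplied forms 0.248, 0.245, 0.249, 0.256, 0.251, 0.246, 0.248, 0.251, 0.251, 0.251, 0.247 (the form weighted by pmol was not run). The 50× over 10× fluorescence of the genes with R² below 0.8 was 5.41, against 13.4 with Cy3 only, 3.27 with all 384 features, 12.9 with log2 scales, 12.9 with weights, 0.698 with the deposited table, and in the multiplied forms 1.33, 1.34, 1.36, 1.34, 1.41, 1.39, 1.36, 1.37, 1.14, 1.06, 0.983, 0.917. The fluorescence of genes with R² below 0.8 at 1× to 50× over all other genes was 0.330, against 1.35 with the deposited table, and in the multiplied forms 0.333, 0.330, 0.292, 0.347, 0.305, 0.319, 0.343, 0.321, 0.292, 0.274, 0.237, 0.218.

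Genes with a log-log slope other than 1 numbered 212, against 384 with all 384 features, 0 with arrays centred on the median and slopes tested against 0, 0 with the deposited table times concentration, and from 0 to 212 with 1 array left out. Genes with a dye difference numbered 47, against 0 with the median of the spots, 21 with median centring, 211 with no normalization within arrays, 74 with print block as a block, and from 0 to 49 with 1 array left out. The slope test called 0 genes, with 33 at an unadjusted p below 0.05, without the 0.1× array, and 212 with any other single array left out. It called 0 genes, with 35 at an unadjusted p below 0.05, for the deposited table times concentration. With arrays centred on the median the question is another one, whether a slope differs from that of the other genes, and limma called 0 genes, with 21 unadjusted, against a slope of 0. The 47 genes with a dye difference were 21 higher in Cy5 and 26 lower. The count was 0 without the 0.1× array and 0 without the 1× array, with 78 and 71 at an unadjusted p below 0.05, and 0 with the median of the spots, with 79. It was 21 without the 10× array and 30 without the 5× array. With median centring all 21 calls were lower in Cy5, and with no normalization all 211 were higher. The dye count is therefore not a stable result. Among the features past the threshold with the same sign on every array, 143 and 240 had the largest lower and 52 and 154 the largest higher log2 ratios, and without normalization 143 changed sign to 1.36 and 240 to 1.41, whereas the loess values were -0.74, -0.67, 0.50 and 0.56. With median centring 52 fell to 0.00 and 154 to 0.27, with adjusted p of 0.997 and 0.283, and 143 and 240 were not past the threshold either.

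The R² counts over 0.1× to 50× rest on the 50× array. Without it 4 genes were above 0.95 and 181 below 0.8, and without the 10× array 201 were above 0.95, 35 above 0.995 and 5 below 0.8. Without the 0.1× array, 129 were above 0.95 and 5 below 0.8. The R² of single named features stayed within the spot-set SD in 24 comparisons and moved in 60. The following were not run. Arrays were left out in turn for the R² counts and slope over 0.1× to 50× and for the limma tests, and not for the counts and slope over 0.1× to 10× or 1× to 50×, the mean R², the percentage or the ratios. The ratio of 0.330 has no value from Cy3 only, where 0 genes were below 0.8, or from log2 scales or weights, where all 212 were. The limma tests were run only with the alternatives named beside them, the median of the spots, all 384 features and, for the slope, the deposited table. Local background, subtraction of negative controls, normexp and a low-signal limit on every array need values that were not used here. Leaving out saturated spots, or genes with a mean at or above 95% of saturation on any array, removes 0 of the 212 genes. Slide and scan date cannot be told apart from concentration. A log2 fit has no slope of relative fluorescence, and the pmol axis was not used for slopes. No paired analysis was possible because each concentration had 1 array. Whether signal limits the lower arrays cannot be told without a background value. The median Cy5 fluorescence at 0.1× was 1498 and the lowest of the 384 features there was 906, against 582 and 365.5 at 10×.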

Differences from the paper's values

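The paper's values are set beside fluorescence as deposited. The alternatives named first in each case were set before the data were examined (the earlier alternatives), and the multiplied forms were chosen after the data were examined, so that a multiplied form that reaches a value of the paper is a setting and not the paper's method.

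The paper gives 176 genes (83%) with R² above 0.95 over 0.1× to 50×, and fluorescence gave 80 (37.7%). Cy3 only (202 genes, 95.3%), a fit through the origin (120, 56.6%), and leaving out the 10× array (201, 94.8%) or the 0.1× array (129, 60.8%) came within a factor of 1.5 of the paper, and the other earlier alternatives did not. All 12 multiplied forms did, with 149 to 169 genes. The paper's Table 3 gives the same 176 genes for R² above 0.9, where fluorescence gave 156 and the form scaled to the median, chosen after seeing the values, gave 176. The paper gives 78 genes above 0.995 and fluorescence gave 0. No earlier alternative came within a factor of 1.5, and 10 of the 12 multiplied forms did, chosen after seeing the values, with 78 for the sum over 384 features.

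Over 0.1× to 10×, the paper gives 199 genes above 0.9 and fluorescence gave 16, all falling. No earlier alternative came within a factor of 1.5, and all 12 multiplied forms did, chosen after seeing the values, with 199 for Cy3 alone. The paper gives 3 genes below 0.8 and fluorescence gave 181. No setting came within a factor of 1.5, the multiplied forms giving 0 to 24. The paper's mean R² is 0.97 and that of fluorescence was 0.604. Cy3 only (0.652) and Cy5 only (0.701) came within a factor of 1.5, as did all 12 multiplied forms, chosen after seeing the values, with 0.969 for Cy3 alone. R² has no sign, and the Cy5 lines fell in all 212 genes, so the Cy5 value is no match to a linear increase. Of the Cy3 lines 185 rose and 27 fell. The paper gives 88% of genes above 0.95 and fluorescence gave 1.89%. No earlier alternative came within a factor of 1.5, and all 12 multiplied forms did, chosen after seeing the values, from 66.5% to 98.6%. The paper gives 98.5% of genes with a linear increase. The limit behind that percentage is not in the paper's text, and R² of 0.8 or more was used here, which gave 14.6%, all falling. No earlier alternative came within a factor of 1.5, and all 12 multiplied forms did, chosen after seeing the values.

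Over 1× to 50×, the paper gives 19 genes below 0.8 and fluorescence gave 5. No earlier alternative came within a factor of 1.5, and 9 of the 12 multiplied forms did, chosen after seeing the values, with 20 for Cy3 alone. The paper gives 60% for the mean of these genes over that of the others, and fluorescence gave 33.0%. Cy5 only (40.6%) came within a factor of 1.5, and the other earlier alternatives did not. The sum-normalized table gave 60.0% for the genes chosen on the multiplied values, a setting chosen after seeing the values. Over the same range the paper gives 178 genes above 0.9, where fluorescence gave 179 and the median of the spots, set before the data were examined, gave 178.

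The slope of relative fluorescence is about 1.1 in Fig. 1A and about 1.2 in Fig. 1D, rounded to 2 digits from the equations printed there, and fluorescence gave 0.0593 and -0.0492. No earlier alternative came within the spread over spot sets. The multiplied values divided by the 1× value, chosen after seeing the values, gave 1.03 and 1.11. These did not come within that spread either. As the arrays have equal totals before the multiplication, multiplying by the concentration by itself draws this slope towards 1. The axes of Fig. 1A and Fig. 1B exceed 5, the most that a value divided by the mean of 5 arrays can reach.

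The paper describes fluorescence as rising linearly with RNA from 0.1× to 10× in nearly all genes. As deposited, it was lower at 10× than at 0.1× in 209 of 212 genes from both dyes, in 212 from Cy5 and in 34 from Cy3. Cy3 alone rose in the other 178 genes.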

Other observations

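All tests here were chosen after the results were seen.

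The values that come nearest to the paper's are sum-normalized within each array and then multiplied by the concentration, and a candidate explanation of their high R² is the multiplication itself. Sum normalization gives every array the same total. When the 5 concentrations were assigned to the arrays in each of the 120 possible orders and the deposited values multiplied by the assigned concentration, 112 of 120 orders gave at least as many genes with R² above 0.95 as the 157 of the real order. Counts over all orders ran from 147 to 212 with a median of 200. Of the 24 orders that leave 50× in place, 16 did so, and each of the 96 orders that move it gave at least 181. A high R² of multiplied values is therefore obtained whether or not the concentrations are the true ones. The R² also carries some gene information. With gene labels shuffled within each array, 100 shuffles gave at most 152 genes above 0.95 (median 138), fewer than the 157 observed, and 36 to 49 genes below 0.8 against 27. Genes thus kept part of their share of the signal between arrays, which is a statement on relative levels and not on a rise with RNA.

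R² of multiplied values passed over departures at 50×. In 36 genes the share of the array total at 50× was more than 1.5 times that at 10×, and all 36 had R² above 0.95, the lowest being 0.981. In 84 genes the share at 10× was more than 1.5 times that at 50×, of which 29 had R² above 0.95 and 27 had R² below 0.8. The 50× array has a leverage of 0.972 over 0.1× to 50×, and the 10× array 0.833 over 0.1× to 10×. No biological explanation was tested.

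Fluorescence did not rise from 0.1× to 10× in Cy5 or in the mean of both dyes, whereas Cy3 rose in 178 of 212 genes with a median of 1.90-fold. Swapped labels of whole arrays are argued against as the whole cause, since 0 of 120 orders of the arrays gave totals that rise in both dyes at every step. This rests on the dyes differing in order, since 5 totals of a single dye always rise in 1 order. It also assumes that both dyes of a concentration shared an array. The total of the 10× array was the lowest of the 5 in Cy5 and next to the highest in Cy3, in each of 4 spot sets. A swap together with a difference in dye settings between arrays was not tested. The same background on every array is argued against as well, since Cy5 fluorescence was lower at 10× than at 0.1× in 212 of 212 features. A higher background on the 0.1× array, even over the array, can be at most what the lowest of the 384 features reads there in each dye. These limits were 104 in Cy3 and 906 in Cy5, with a mean of 505. Of the 21 brightest features at 1×, 18 were brighter at 0.1× than at 10× as deposited. With 505 taken off at 0.1× and nothing at 10×, 12 of the 21 were still brighter at 0.1× in each of 4 spot sets. This argues against such a background as the whole cause in these 12 features. The same held in 11 of the other 191 features. For the remaining features a higher background stays open, since any fall was not beyond this bound in every spot set. With the lowest feature of each array and dye taken off, 148 of the 191 were still brighter at 0.1×.

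The ratio of Cy5 to Cy3 separates the arrays, with both dyes of a concentration taken to share an array. Its median over the 212 genes was 8.02, 8.38 and 8.09 at 0.1×, 1× and 5×, and 1.64 and 1.67 at 10× and 50×, a difference of 2.30 on the log2 scale between these sets of arrays against at most 0.06 within them. Table 2 gives a similar ratio of the dyes at all concentrations. The ratios include any background, whose part in them was not tested. The lowest of the 384 features read 906 in Cy5 and 104 in Cy3 at 0.1×, against 365.5 and 128 at 10×. Scanner settings or labeling that differed between the sets are a candidate explanation. The settings were not used here and the sets also differ in concentration, so the 2 cannot be told apart. Within the first set the median fluorescence fell from 0.1× to 1× in both dyes, over a 10-fold change in RNA, and rose from 1× to 5×, over a 5-fold change, in 148 of 212 genes in Cy3 and 158 of 212 in Cy5. Within the second set the mean of both dyes rose 12.9-fold from 10× to 50×, also over a 5-fold change.

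The 27 genes with R² below 0.8 in the multiplied values resembled the other genes at 10×, with a median fluorescence 0.947 times theirs, and were dimmer at 50×, at 0.239 times. A background at the level of the lowest feature is argued against as the whole cause, since 22 of the 27 genes stayed below 0.8 after it was subtracted (18 to 24 over the 4 spot sets). A background at the 10th percentile of features is argued against in the same way. It exceeded the reading of 31 of the 212 genes on some array, 4 of the 27 among them, and of the 23 genes that it did not exceed 22 stayed below 0.8. Over the spot sets 20 to 26 of the 27 did. Binding capacity of the spots reached at 50×, which is the paper's explanation, stays open. Fluorescence of these genes rose 4.46-fold from 10× to 50×, against 14.8-fold in the others. These genes were chosen on fits in which the 50× array has most of the leverage, so a small rise at 50× is part of how they were chosen, and the ratio does not decide. R² was below 0.8 in 20 genes for Cy3 and 36 for Cy5, and in 18 for both.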
